# Identification of novel microRNAs in the sheep heart and their regulation in heart failure

**DOI:** 10.1038/s41598-017-08574-x

**Published:** 2017-08-15

**Authors:** Lee Lee Wong, Miriam T. Rademaker, Eng Leng Saw, Kar Sheng Lew, Leigh J. Ellmers, Christopher J. Charles, Arthur Mark Richards, Peipei Wang

## Abstract

Study of microRNA (miRNAs) using sheep models is limited due to lack of miRNA information. We therefore investigated oar-miRNAs and their regulation in an ovine model of heart failure (HF). Left ventricular (LV) tissue was collected from normal (Cont), HF (LV pacing @ ~220bpm for 13-days) and HF-recovery sheep (HF-R, 26-days after pacing cessation). MiRNA expression was profiled using next-generation sequencing (NGS) and miRNA array, and validated by stem-loop qPCR. Detected sequences were mapped against the ovine genome (Oar v4.0) and aligned with known miRNAs (miRBase v21). A total of 36,438,340 raw reads were obtained with a peak distribution of 18–23 nt. Of these, 637 miRNAs were detected by NGS and mapped to the ovine genome. With cut-off at 10 counts, 275 novel miRNAs were identified (with 186 showing 100% alignment and 89 showing 70–99% alignment with human/mouse and/or rat miRNAs, respectively), and 78 known oar-miRNAs. Cardiac-enriched miRNA-1, -133a, -208a/b and -499 were highly expressed in the LV. With HF induction, miRNA-133b-3p, -208b-3p, -125a-5p, -125b-5p, -126-3p, -21-5p, -210-3p, -29a-3p, -320a and -494-3p were significantly up-regulated relative to Cont and tended to return to normal levels following HF-recovery. This study has expanded the sheep miRNA database, and demonstrated HF-induced regulation of miRNAs.

## Introduction

Since the first discovery of microRNA (miRNA) lin-4 in 1993^1^, it has become clear that miRNAs play key roles in regulating both normal development and the response to injury in cardiovascular health and disease. They are also potential candidates as diagnostic biomarkers and therapeutic targets in cardiovascular disease including heart failure (HF)^2, 3^.

To date, pre-clinical investigations into the importance of miRNA in cardiovascular disease have been predominantly limited to small animal models and cell-based studies. Large animal models, however, are particularly valuable in translational research due to size, anatomy, physiology and genetic similarities to human beings^4^. Sheep, with a similar body/organ size to humans and comparable coronary artery configuration, in addition to their docile behavior and resilience in regard to surgery and infection, provide an extremely useful animal model for research in cardiovascular surgery and devices, genetic disorders and investigations into the pathophysiology of HF^4–6^. The ovine rapid ventricular pacing model of HF, in particular, has been utilized extensively in the study of biological pathways involved in HF, especially those relating to neurohormonal systems, and in the development and refinement of HF therapies^7–9^. This model closely replicates the hemodynamic, endocrine and metabolic characteristics of severe low-cardiac output HF in humans^10^, with the generation of cardiac and kidney dysfunction and activation of neurohormonal systems occurring in a time-dependent and highly predictable fashion.

Lack of information on sheep miRNAs in existing databases has limited the use of ovine models in cardiovascular research. In the latest miRBase v21 database (http://www.mirbase.org/), there are a total of 28,645 miRNA entries from various species, of which 2585 and 1870 correspond to mature and hairpin precursor human (hsa-) miRNA, 1899 and 1180 to mouse (mmu-) miRNA, and 788 and 484 to rat (rno-) miRNA. However, there are only 154 mature and 109 hairpin precursor miRNAs described for sheep (oar-), making this a particularly underexplored field in this species. In addition, most oar-miRNAs have been identified from ovary^11, 12^, skeletal muscle^13^, liver^14^, mammary gland^15^ and wool and hair follicles^16^. To date, there have been few miRNA-related studies performed in sheep cardiac tissue^17^, and none in the setting of HF.

A number of different methods are used in the identification of miRNAs, including stem-loop qPCR which is considered a gold standard for miRNA validation, and miRNA array profiling which is a highly sensitive platform that has allowed identification of most known hsa-/mmu-/rno-miRNAs^18^. In recent years, next-generation deep sequencing (NGS) technology has also become available that allows detection of novel transcripts including miRNAs^19^. It is possible that the simultaneous performance of all three methods may improve the ability to identify novel miRNAs on a large scale. Therefore, we attempted to expand the oar-miRNA database by examining sheep left ventricular (LV) tissue using NGS, miRNA array and qPCR techniques, and to investigate cardiac miRNA regulation in the well-established sheep rapid-pacing model of HF.

## Results

### Hemodynamic and neurohumoral changes in ovine HF and HF-R

Thirteen days of rapid LV pacing produced the hemodynamic and neurohumoral hallmarks of established HF, with marked decreases in cardiac output (CO) and mean blood pressure (MBP), and rises in atrial pressure and plasma atrial and B-type natriuertic peptides (ANP and BNP, resepectively) (all p < 0.001 vs. Cont). These changes returned to baseline levels following 26 days recovery from HF, with the exception of still slightly reduced MBP and elevated plasma ANP (both p < 0.05 vs. Cont). Data are summarized in Table 1.

**Table 1:** Hemodynamic and neurohormonal changes in an ovine model of rapid pacing-induced heart failure and recovery.

	Control (n = 13)	HF (n = 6)	HF-R (n = 8)
**Hemodynamic Measurements**			
Heart Rate (bpm)	80 ± 4	218 ± 2***	84 ± 5^†††^
Cardiac Output (L/min)	7.13 ± 0.22	2.93 ± 0.13***	7.11 ± 0.29^†††^
Mean Blood Pressure (mm Hg)	101.0 ± 2.2	71.1 ± 2.8***	87.5 ± 3.9*^††^
Atrial Pressure (mm Hg)	5.00 ± 0.71	28.0 ± 0.88***	5.88 ± 0.50^†††^
**Neurohumoral Measurements**			
ANP (pmol/L)	16.1 ± 3.9	297.3 ± 26.5***	23.9 ± 2.0*^†††^
BNP (pmol/L)	2.85 ± 0.75	55.3 ± 9.33***	2.6 ± 0.46^††^

Mean ± SEM measurements in normal Control sheep and sheep subject to heart failure induced by rapid left ventricular pacing at ~220 bpm for 13 days (HF) and following recovery from heart failure after 26 days cessation of pacing (HF-R). Atrial natriuretic peptide (ANP); B-type natriuretic peptide (BNP). *P < 0.05 and ***P < 0.001 vs Control; ^††^ *P* < 0.01 and ^†††^ *P* < 0.001 vs HF.

### Overview of next generation deep sequencing miRNA data

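Left ventricular RNA was pooled by group before sequencing, so each condition has 1 small RNA library. The libraries are normal control sheep without pacing (Cont, pool of 4 sheep), heart failure induced by rapid left ventricular pacing (HF, pool of 6) and recovery after pacing ended (HF-R, pool of 4). The paper gives pacing at 220 bpm for 13 days and recovery of 26 days, while the sample descriptions also give 225 bpm for 14 days and a further 14 days of recovery. The authors removed reads under 15 nt, aligned reads of 15 to 30 nt to miRBase v21 with Blast and mapped the miRNAs to the sheep genome with Bowtie. The deposited values are raw counts of reads per miRNA entry, with no scaling between libraries. The deposited counts of known oar-miRNAs mostly differ from those in the paper's Table S3 for perfect matches, so they and the counts of perfectly matched hsa-, mmu- and rno-miRNAs cannot be taken as counts of the same match class. Entries with the same counts at an overlapping locus were counted once for totals and ratios, which left 621 distinct entries and removed 15. Some entries with the same counts at loci that do not overlap remained, such as miR-17-5p and miR-106a-5p. The distinct entries added up to 4711131 counts in Cont, 6154795 in HF and 5990078 in HF-R. Ratios between libraries are ratios of CPM, the counts scaled to these totals, with exact (Clopper-Pearson) 95% intervals. Where a library had no count, 3 counts were taken as its limit, which is a CPM of 0.637 in Cont, 0.487 in HF and 0.501 in HF-R. With 1 pool per condition there is no spread between sheep, so the intervals cover counting error only, a ratio compares libraries rather than conditions, and no test between conditions was made.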

The Q-scores were higher than 30 for all three libraries. After trimming off the sequence adapters from the dataset, the libraries averaged a total of 36.44 million raw reads. Sequences were distributed into two peaks at the lengths of ∼40–50 and ∼15–30 nts which represent RNA fragments and miRNAs, respectively. Close examination of the small RNA sequences revealed that sequences of 22–25 nts accounted for ~80% of the total sequence counts of 15–30 nts (Fig. 1). The 17.69 million clean counts sequences of ∼15–30 nts were mapped to the sheep genome (Oar v4.0). They were further classified into three categories (Fig. 2A): (1) Sequences of 53.5% counts which were novel oar-miRNAs aligning with hsa-, mmu- and rno-miRNAs. 

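MiR-1-3p (hsa-/mmu-miR-1-3p/rno-miR-1b) was the most abundant miRNA of this class, with 27.2% of all counts of the aligned miRNAs over the 3 libraries. Hsa-/mmu-/rno-miR-499a-5p followed with 4.62%. Both shares are of a total that includes the deposited counts of known oar-miRNAs. Hsa-miR-378a-3p had 131555 counts in Cont, 154925 in HF and 90168 in HF-R. All miRNAs aligned with hsa-, mmu- and rno-miRNAs, and not with oar-miRNAs, held 6804132 of 16856004 counts, or 40.4% (Clopper-Pearson 95% interval 40.3 to 40.4%). Their share was 38.8% in Cont, 39.3% in HF and 42.7% in HF-R. With the counts of Tables S3 and S4 for the known oar-miRNAs, chosen after the data were seen, it would be 63.9% over the 3 libraries. The denominator is the sum of both aligned classes, because sequences without an aligned miRNA were not analysed here.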

(2) Sequences of 20.9% counts which were known oar-miRNAs aligning with oar-miRNAs. 

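On deposited counts oar-miR-30a-5p was the most abundant known oar-miRNA, with 539538 counts in Cont, 584625 in HF and 438890 in HF-R, or 9.27% of all counts of the aligned miRNAs. Hsa-/mmu-/oar-miR-143-3p had 477008, 507812 and 528280 counts in the same order, or 8.98%. Oar-miR-99a had 380314, 522694 and 371713 counts, or 7.56%. The known oar-miRNAs together held 10051872 counts, or 59.6% (Clopper-Pearson 95% interval 59.6 to 59.7%), or 36.1% with the counts of Tables S3 and S4, chosen after the data were seen. On deposited counts this share was 61.2% in Cont, 60.7% in HF and 57.3% in HF-R. For 89 of the 92 miRNAs in Table S3 the deposited counts differ from those in that table, with a median deposited mean count 2.31 times that of Table S3 over the 73 with a mean of at least 10 there. Some differ far more, so the order of abundance changes. The mean in Table S3 is 25858 for oar-miR-30a-5p and 9082 for oar-miR-99a, against 334858 for miR-143-3p and 351229 for miR-26a-5p.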

(3) Sequences of 25.6% counts which were not aligned with any known miRNAs. These sequences could be putative miRNAs and require further validation.

**Figure 1:**
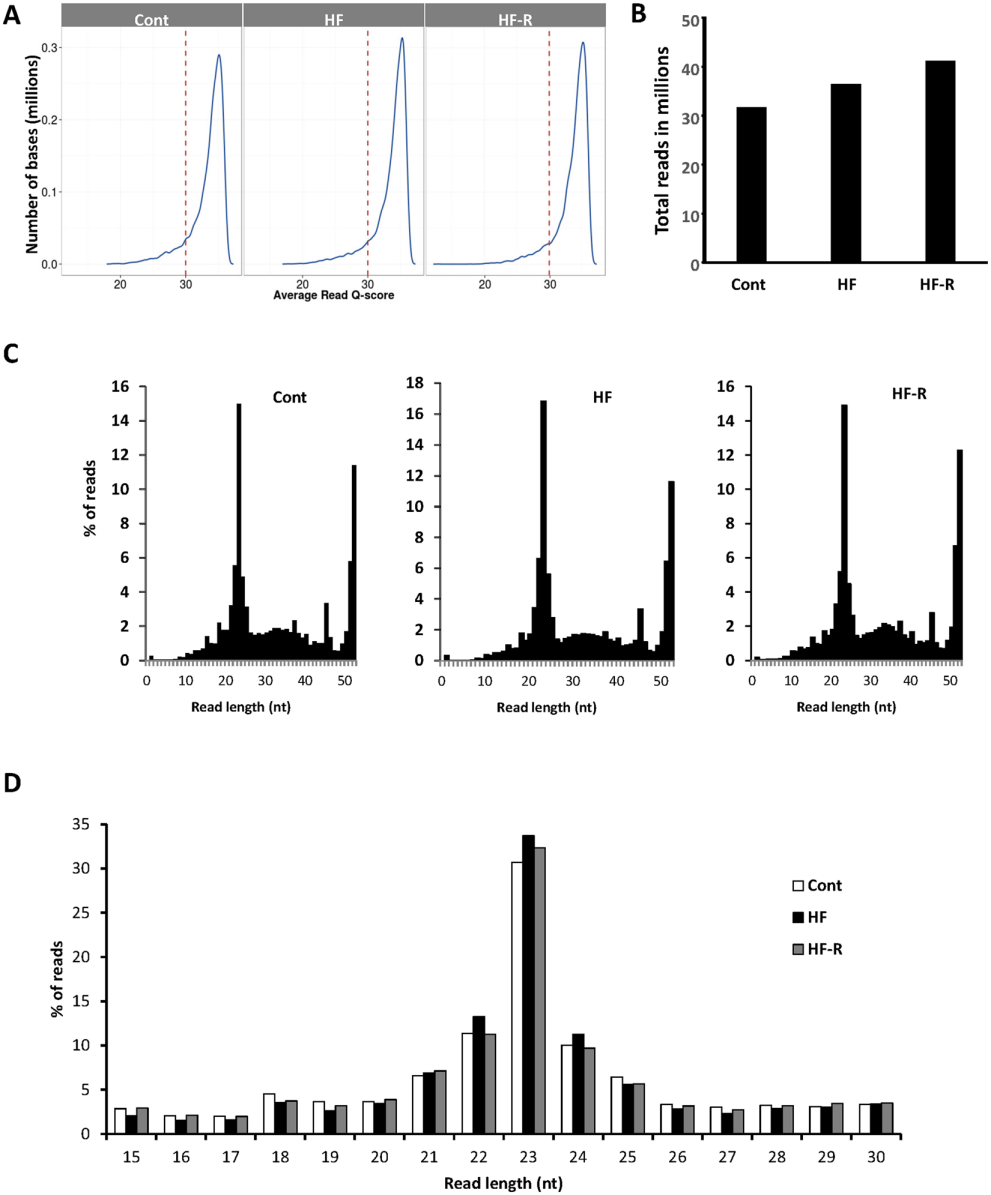
Overview of next generation deep sequencing (NGS) reads analysis. (**A**) The average Q-scores of the NGS sequencing data. (**B**) Total number of reads per group. (**C**) Overall nucleotide (nt) distribution. (**D**) Distribution of sequences between 15–30 nts representing miRNAs. Samples are pooled sheep left ventricular (LV) tissue from normal Controls (Cont, n = 4), Heart Failure (HF, n = 6) and Heart Failure-Recovery (HF-R, n = 4).

**Figure 2:**
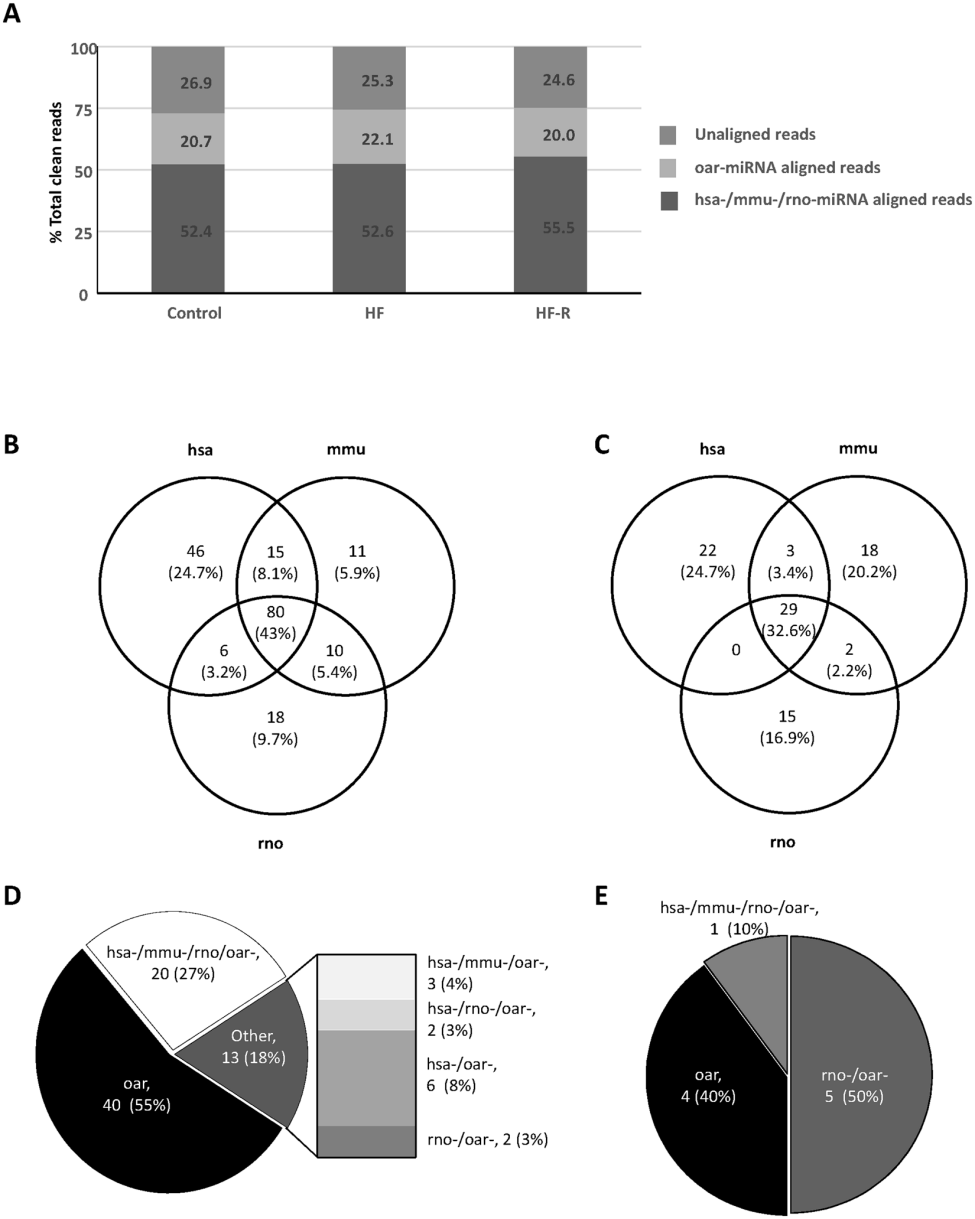
Analysis of NGS miRNA sequences. (**A**) Summary of NGS reads of 15–30 nts alignment to hsa-, mmu- and rno- and known oar-miRNAs (miRBase v21 miRNA). (**B** and **C**) Distribution of 186 novel oar-miRNAs perfectly aligned (100%) and 89 oar-miRNAs 70–99% aligned, respectively, with hsa-, mmu- and rno- miRNAs. (**D** and **E**) Distribution of 73 known oar-miRNAs aligned perfectly and 10 aligned 70–99% with hsa-, mmu- and rno- miRNAs.

An in-depth analysis was performed to identify novel sheep miRNAs. A total of 637 miRNAs were identified by NGS in sheep LV tissue. 

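After miR-1-3p, miR-30a-5p, miR-143-3p and miR-99a, the most abundant miRNAs were miR-27a-3p with a mean of 291655 counts over the 3 libraries and miR-499a-5p with 259451. Let-7c-5p followed with 240309 counts, miR-26a-5p with 180502, miR-22-3p with 160005 and let-7i-5p with 156796. These 10 miRNAs held 77.0% of the counts in Cont, 74.3% in HF and 76.7% in HF-R. The order and shares are those of the deposited counts. In Table S3, a comparison chosen after the data were seen, the mean is 804 for miR-27a-3p, 642 for miR-22-3p and 12191 for let-7c-5p. It is 65564 there for let-7i-5p and 351229 for miR-26a-5p, the last above its deposited mean. With those counts miR-499a-5p would rank 4. The deposited tables hold 636 entries, of which 553 had a count in Cont, 580 in HF and 570 in HF-R.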

Of this total, 535 miRNA had not previously been reported in sheep and 102 were known oar-miRNAs, of which 275 and 83 miRNAs, respectively, demonstrated counts ≥10. 

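Hsa-/mmu-/rno-miR-24-3p and hsa-/mmu-/rno-miR-128-3p are among the miRNAs with no oar- entry. MiR-24-3p had 13133 counts in Cont, 32842 in HF and 17847 in HF-R, and miR-128-3p had 17556, 17058 and 11733 counts. Entries of this kind numbered 534, of which 272 (50.9%) had a mean of at least 10 counts over the libraries with a value. Known oar-miRNAs numbered 102, of which 94 (92.2%) reached this mean. The total with at least 10 counts was 366, and it was 328 where all 3 libraries had to reach 10 counts, 390 where 1 library was enough and 356 where entries with the same counts at an overlapping locus were counted once.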

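Hsa-/mmu-/rno-miR-486-5p is an example of a miRNA without an oar- entry that is listed as a perfect match, at 15246 counts in Cont, 20051 in HF and 16597 in HF-R. Hsa-miR-155-5p, at 716, 1105 and 1065 counts, aligned with the human sequence only. Such perfectly matched entries numbered 307, and 185 of them had a mean of at least 10 counts. Of these, 79 aligned with all 3 species, 45 with hsa- only, 18 with rno- only and 11 with mmu- only. Pairs of species accounted for 15 (hsa- and mmu-), 10 (mmu- and rno-) and 7 (hsa- and rno-). Their median mean count was 102, and 42 exceeded 1000 counts.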

Of the 275 unidentified miRNA, 186 aligned 100% with one or more hsa-, mmu- and rno-miRNAs (Fig. 2B, Supplementary Table S1). These are most certainly authentic novel oar-miRNAs. The remaining 89 miRNA shared 70–99% homology with one or more hsa-, mmu- and rno-miRNAs (Fig. 2C, Supplementary Table S2). These are also likely to be novel oar miRNAs. Similarly, of the 83 known oar-miRNA sequences, 73 miRNAs were perfectly aligned with oar-miRNAs (Fig. 2D, Supplementary Table S3) and 10 at least 70% aligned (Fig. 2E, Supplementary Table S4). 

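Hsa-miR-4291 had the highest mean count of the partially matched hsa-, mmu- and rno-miRNAs, with 18005 counts in Cont, 30216 in HF and 25567 in HF-R, and is named here after its values were seen. Hsa-/mmu-/rno-miR-30e-5p had 7161 counts in Cont, 8109 in HF and 5917 in HF-R. Hsa-/mmu-/rno-miR-27b-3p had 3750, 7923 and 5960 counts. Partially matched entries numbered 227, and 87 of them had a mean of at least 10 counts. Of these, 29 aligned with hsa-, mmu- and rno-miRNAs, 21 with hsa- only, 18 with mmu- only, 14 with rno- only, 3 with hsa- and mmu- and 2 with mmu- and rno-. Their median mean count was 53.7, and 38 had a mean of at least 100 counts. The paper holds the perfectly aligned group to be most certainly authentic sheep miRNAs and the partially aligned group to be likely ones. It also sets the sequencing beside an array and beside qPCR of selected miRNAs.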

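Oar-miR-25, a partially matched known miRNA, had 23319 counts in Cont, 33757 in HF and 28745 in HF-R. Oar-miR-127 (1500, 668 and 1053 counts) and oar-miR-370-3p (776, 523 and 573 counts) were also partial matches. Perfectly matched oar-miRNAs numbered 79, of which 75 had a mean of at least 10 counts, and their median mean count was 1836. Partially matched oar-miRNAs numbered 23, of which 19 had a mean of at least 10 counts, with a median of 37.7. In the counts the paper prints in Tables S3 and S4, 73 and 5 entries have a mean of at least 10, and oar-miR-127 has 0, 1 and 0 counts there.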

Forty four miRNAs were unique oar-miRNAs, while the remaining oar-miRNAs were conserved with one or more hsa-, mmu-, rno-miRNAs.

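On deposited counts oar-let-7g and oar-miR-16b were among the most abundant miRNAs listed under an oar- name alone. Oar-let-7g had 99345 counts in Cont, 87913 in HF and 146911 in HF-R, and oar-miR-16b had 24805, 51913 and 37671. In Table S3, a comparison chosen after the data were seen, oar-let-7g has 15491, 23843 and 23501 counts, with Cont lowest, and oar-miR-16b 510, 1294 and 917. An oar- name alone was carried by 61 entries, and 56 of them had a mean of at least 10 counts. Among those 56, 40 were perfect and 16 partial matches. A further 21 perfectly matched oar-miRNAs shared their sequence with hsa-, mmu- and rno-miRNAs.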

### Overview of miRNA array data

To verify NGS miRNA findings, an independent miRNA array was performed in 9 individual samples (2 Cont; 4 HF; 3 HF-R). Fifty two spike-in controls covering the full signal intensity range in both the Hy3™ and the Hy5™ labelling reactions were added to ensure array quality assessment. The correlation (R^2^) of all spike-ins across all samples were ~0.99 (Fig. 3A). Locally weighted scatterplot smoothing (Lowess) normalization, performed to minimize systematic variations, are illustrated in MA-plots (M: log2 Cy5−log2 Cy3; A: mean of log2 Cy5 + log2 Cy3. After normalization, the dots scattered symmetrically around the horizontal line M = 0 and miRNA abundance was dependent on the average intensity of Cy3 and Cy5 (Fig. 3B one out of nine representative data). The normalized data were then subjected to unsupervised hierarchical clustering analysis. By setting the background threshold cut-off at 1.2 times the 25^th^ percentile (range 5.1–16.2) of the overall signal intensity of each slide, 965 miRNAs were detected in at least two samples (Fig. 3C, Supplementary Table S5). By a comparison of these miRNAs with 637 miRNAs identified by NGS, we found an overlap of 311 miRNAs (Fig. 3D). To further verify the miRNAs detected by NGS and microarray, randomly selected 23 miRNAs with miRNA microarrays signal intensities ranging from lowest to highest were measured by qPCR. qPCR validation showed Cq values were negatively correlated with both array (r = −0.51; Fig. 3E) and NGS (r = −0.62, Fig. 3F).

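MiR-1-3p had a Cq of 21.8 in the paper's Table 2 beside a mean of 1525890.7 counts, and miR-499a-3p a Cq of 29.5 beside 375.3 counts. MiR-133a-3p had a Cq of 17.2 with 312.3 counts, which are partial (70 to 99%) matches in Table 2. Over the 6 cardiac-enriched miRNAs that have a Cq in Table 2 and a count, Cq and the log10 of the mean count gave Pearson's r of 0.099 (exact two-sided permutation p = 0.858, n = 6 miRNAs). Spearman's rho was 0.43 (exact two-sided permutation p = 0.419). Without the 2 miRNAs farthest from the median count, miR-1-3p and miR-499a-5p, r was 0.59 over 4 miRNAs, an omission chosen after the data were seen. Leaving out 1 miRNA at a time, r was −0.058 without miR-133a-3p, −0.24 without miR-133a-5p and 0.48 without miR-499a-3p, so even its sign rests on single miRNAs. The relation is across miRNAs, which are not independent replicates, and the p-values are not adjusted, which can only raise them. It covers 6 of the 23 miRNAs of the paper's comparison.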

**Figure 3:**
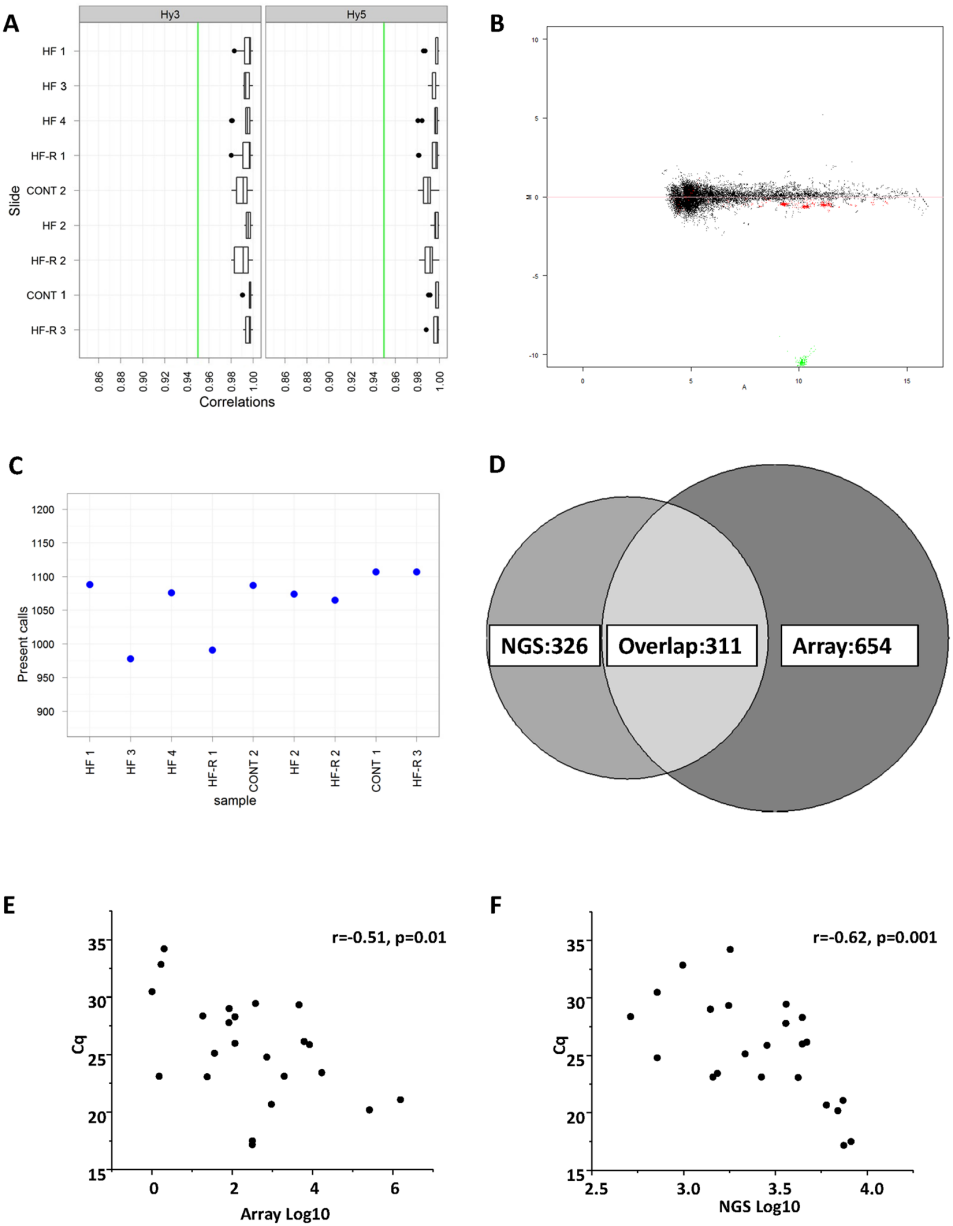
Analysis of microRNA microarray data from sheep left ventricular tissue. (**A**) Box plot showing the correlation R^2^ of 52 spike-ins for each sample with Cy3 and Cy5 labelling. Black dots indicate outliers. (**B**) MA-plot of a representative sample after Lowess (LOcally WEighted Scatterplot Smoothing) normalization. Green: Hy3 controls, red: spike-ins, black: all other probes. (**C**) Number of miRNA in each individual sample detected above background threshold (1.2 fold above 25^th^ percentile). (**D**) The overlap of miRNAs detected by next generation deep sequencing (NGS) and miRNA array. (**E** and **F**) Correlation of array intensities with NGS counts and qPCR Cq values for 23 miRNAs. (Cont n = 2, HF n = 4, HF-R n = 3).

### Identification of cardiac-enriched miRNAs

MiRNA-1, -133a, -208a/b and -499 are reported as cardiac-specific or cardiac-enriched miRNAs in many species including the mouse, rat and human^20^. Of these, oar-miRNA-133 is the only one presently recorded in miRBase (v21). 

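MiR-1 entries made up 26.3% of all counts of the aligned miRNAs in Cont, 25.4% in HF and 32.4% in HF-R. The miR-499 family held 4.27, 5.25 and 4.26% in the same order, with hsa-miR-499b-3p left out because it repeats the counts of miR-499a-5p. The miR-133 family held 2.38, 2.55 and 2.93%, and the miR-208 family 0.0925, 0.129 and 0.104%. The miR-133 values rest on a deposited count of oar-miR-133 that equals its count of partial matches in Table 2. All 4 families together accounted for 33.0% of the counts in Cont, 33.3% in HF and 39.7% in HF-R. These shares are of totals that include the deposited counts of known oar-miRNAs. With Tables S3 and S4, a setting chosen after the data were seen, hsa-, mmu- and rno-miRNAs hold 63.9% of the counts instead of 40.4%. The shares of miR-1, miR-499 and miR-208 over the 3 libraries would then be higher.

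**Figure D1:**
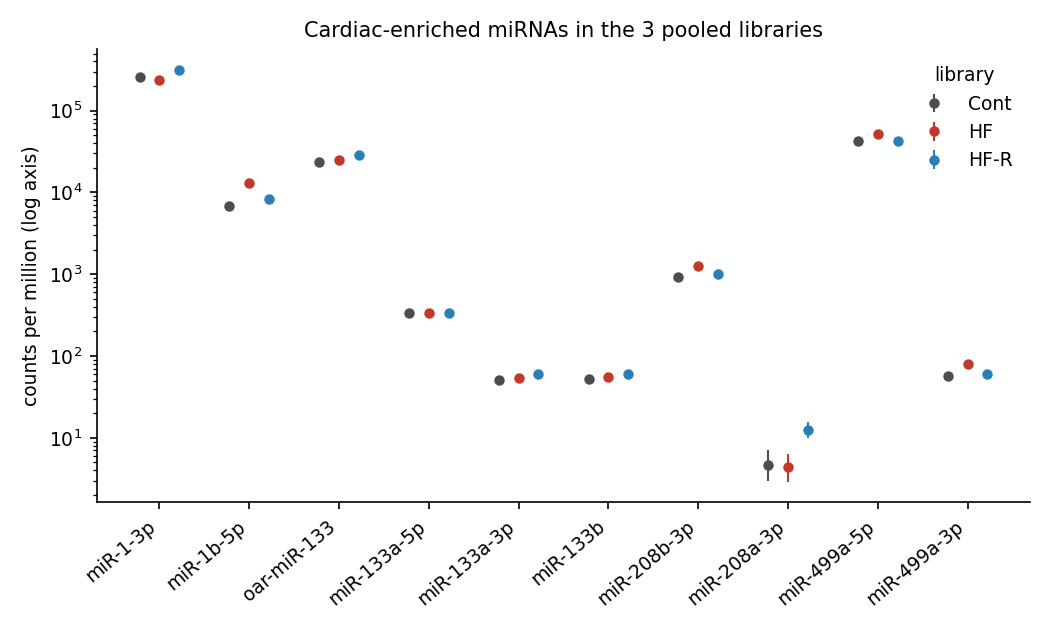
CPM (vertical log axis) of the forms of miR-1, miR-133, miR-208 and miR-499 in the pooled Cont, HF and HF-R libraries, 1 point per library with its exact Poisson 95% interval. MiR-1-3p, oar-miR-133, miR-208b-3p and miR-499a-5p each stand above the other forms of their family in all 3 libraries, oar-miR-133 at its deposited count.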

In the current study, NGS detected all 4 of these miRNAs in sheep LV tissue. They were conserved with one or all hsa-, mmu- and/or rno-miRNAs and were highly expressed (Table 2). 

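MiR-1-3p ranked 1 among the 621 distinct entries by mean count, miR-499a-5p ranked 6 and oar-miR-133 ranked 11. Mmu-miR-1b-5p ranked 18 and miR-208b-3p ranked 46. The remaining forms lay lower, from hsa-/rno-miR-133a-5p at rank 76, through miR-499a-3p, miR-133b and miR-133a-3p and hsa-/mmu-miR-208a-3p at rank 239, to rno-miR-208b-5p at rank 608. With the counts of Tables S3 and S4, a setting chosen after the data were seen, miR-499a-5p would rank 4, mmu-miR-1b-5p 10, oar-miR-133 11 and miR-208b-3p 35.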

Hsa-/mmu-miR-1a-3p, which has the same sequence as rno-miR-1b, showed high expression levels in the sheep heart. 

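Hsa-/mmu-miR-1-3p/rno-miR-1b had 1207000 counts in Cont, 1480052 in HF and 1890620 in HF-R. Its share of the miR-1 entries was 97.4% in Cont, 94.8% in HF and 97.4% in HF-R. Its CPM ratio to Cont was 0.94 in HF, above 1 on raw counts and with the reads in Fig. 1B, and 1.23 in HF-R. Mmu-miR-1a-2-5p was represented by 1 count, in HF.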

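Mmu-miR-1b-5p had 31982 counts in Cont, 81212 in HF and 50314 in HF-R, or 2.58, 5.20 and 2.59% of the miR-1 entries. Counts of miR-1-3p were 37.7 times those of miR-1b-5p in Cont, 18.2 times in HF and 37.6 times in HF-R. Between the means of Table 2, a comparison chosen after the data were seen, this ratio is 28.0 for perfect and 1.02 for partial matches. The HF/Cont ratio of miR-1b-5p was 1.94 (95% interval 1.92 to 1.97). The read listed for miR-1b-5p is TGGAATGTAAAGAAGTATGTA, the reverse complement of its sequence TACATACTTCTTTACATTCCA, so it lies on the strand of miR-1-3p and repeats that miRNA without its last nt.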

Mmu-miR-1b-5p should be the passenger strand of this miRNA. Oar-miR-133 was the main form in sheep heart, while hsa-/mmu-/rno-miR-133a-3p and -5p and hsa-/mmu-/rno-miR-133b were detected at much lower counts. 

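Oar-miR-133 had 110044 counts in Cont, 154172 in HF and 172629 in HF-R, which is 98.1, 98.2 and 98.4% of the miR-133 family. Hsa-/rno-miR-133a-5p had 1567, 2073 and 2040 counts. MiR-133b had 244, 338 and 363 counts and miR-133a-3p 240, 336 and 361. The sequences of miR-133b and miR-133a-3p differ in the last nt only, and neither has a perfect-match count in the tables of each library. Whether the same reads underlie both counts was not tested, so they cannot be taken as separate measures of each miRNA. The deposited mean of oar-miR-133, 145615 counts, equals the paper's Table 2 value for 70 to 99% matches, and its value there for 100% matches is 54412. On mean counts, oar-miR-133 was 462 times as abundant as miR-133b, both by partial matches. It was 76.9 times as abundant as miR-133a-5p, whose deposited counts are perfect matches, and in Table 2 this ratio is 28.7 between the perfect-match means and 116 between the partial-match means. With the lower counts of oar-miR-133 printed in Table S3, its share would be 95.0% in Cont, 95.7% in HF and 95.7% in HF-R. The comparisons with Tables 2 and S3 were chosen after the data were seen.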

Hsa-/mmu-/rno-miR-208b-3p was the most abundant form of the miR-208 family. However, the expression level was low compared to the other cardiac-enriched miRNAs. 

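MiR-208b-3p had 4316 counts in Cont, 7873 in HF and 6108 in HF-R. These are 99.0, 99.2 and 98.2% of the counts of the miR-208 family. Hsa-/mmu-miR-208a-3p had 22, 27 and 75 counts, and its HF-R/Cont ratio was 2.68 (95% interval 1.65 to 4.53). Mmu-miR-208b-5p had 8, 23 and 19 counts.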

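On mean counts over the 3 libraries, miR-1-3p was 250.2 times as abundant as miR-208b-3p by perfect matches, and the partial-match means of Table 2 give 73.5. The mean of miR-499a-5p was 42.5 times that of miR-208b-3p, with 20.8 between the partial-match means, and the mean of oar-miR-133 was 23.9 times as high. The deposited count of oar-miR-133 equals a count of partial matches in Table 2, where its ratio to miR-208b-3p is 8.92 between perfect-match means and 18.9 between partial-match means. In HF, where miR-208b-3p had its highest count, the excess of miR-1-3p was 188-fold, that of miR-499a-5p 41.0-fold and that of oar-miR-133 19.6-fold, or 7.87-fold with its Table S3 count. The comparisons with Tables 2 and S3 were chosen after the data were seen.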

Hsa-/mmu-/rno-miR-499a-5p and hsa-499b-3p were plentiful in sheep heart whereas the expression of other forms of miR-499 were low.

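MiR-499a-5p had 200857 counts in Cont, 322724 in HF and 254773 in HF-R. Hsa-/rno-miR-499a-3p had 265, 496 and 365 counts, and the mean of miR-499a-5p was 691 times as high. Between the partial-match means of Table 2, a comparison chosen after the data were seen, it is 136 times as high. In the merged table of the 3 groups, hsa-miR-499b-3p carries exactly the counts of miR-499a-5p. In the tables deposited for each library, hsa-miR-499b-3p has 14 counts in Cont, 17 in HF and 8 in HF-R. Those 3 values stand in the merged table at hsa-miR-499b-5p, for which the tables of each library give 7, 14 and 11 counts. Table 2 also gives hsa-miR-499b-3p a mean of 159579 partial matches, beside 160221 for miR-499a-5p.

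**Figure D2:**
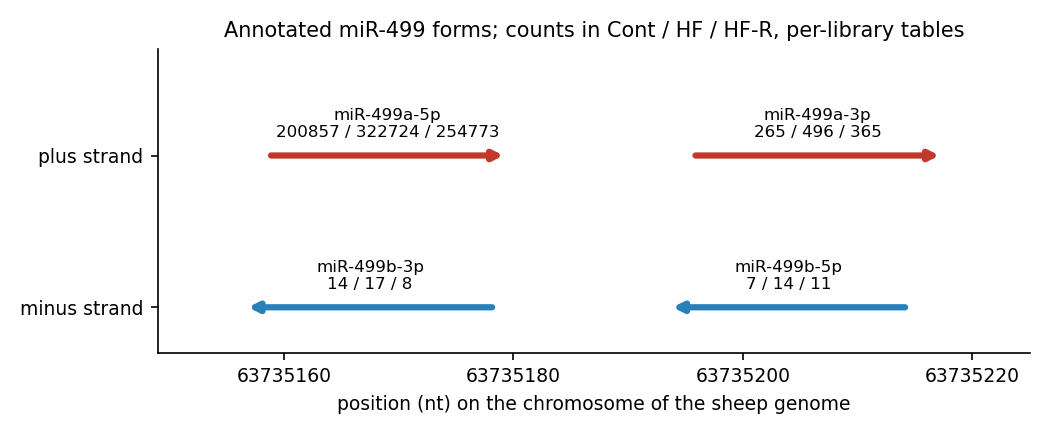
Positions of miR-499a-5p, miR-499a-3p, miR-499b-3p and miR-499b-5p on the sheep genome (horizontal axis, position in nt), drawn by strand with their counts in the tables of each library. The miR-499b entries lie opposite the miR-499a entries.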

**Table 2:** Identification of cardiac-specific microRNAs in the sheep heart.

miRNA_ID	Chr_ID	Strand	Start	End	Sequence	Counts* 100%	Counts* 70–99%	Array	Cq
hsa-/mmu-miR-1a-3p, rno-miR-1b	NC_019480.2	+	34708115	34708136	TGGAATGTAAAGAAGTATGTAT	1525891	566849	14.7	21.8
	NC_019470.2	−	53971898	53971919					
mmu-miR-1a-2-5p	NC_019480.2	+	34708076	34708098	ACATACTTCTTTATGTACCCATA	1	4472	9.9	
mmu-miR-1b-5p	NC_019470.2	+	53971899	53971919	TACATACTTCTTTACATTCCA	54503	557416	6.1	
	NC_019480.2	−	34708115	34708135					
oar-miR-133 (-3p)	NC_019470.2	−	53961766	53961787	TTGGTCCCCTTCAACCAGCTGT	54412	145615		
hsa-/mmu-/rno-miR-133a-3p	NC_019480.2	+	34711428	34711449	TTTGGTCCCCTTCAACCAGCTG		312	14.7	17.2
	NC_019470.2	−	53961767	53961788					
hsa-/rno-miR-133a-5p	NC_019480.2	+	34711391	34711412	AGCTGGTAAAATGGAACCAAAT	1893	1258	11.1	
	NC_019470.2	−	53961804	53961825					
mmu-miR-133a-5p	NC_019480.2	+	34711392	34711412	GCTGGTAAAATGGAACCAAAT	25	1241		17.5
	NC_019470.2	−	53961804	53961824					
hsa-/mmu-/rno-miR-133b	NC_019477.2	+	24293671	24293692	TTTGGTCCCCTTCAACCAGCTA		315	15.1	
mmu-miR-133b-5p	NC_019477.2	+	24293634	24293655	GCTGGTCAAACGGAACCAAGTC		11		
hsa-/mmu-miR-208a-3p	NC_019464.2	+	21140684	21140705	ATAAGACGAGCAAAAAGCTTGT	41	122	6.7	
rno-miR-208a-3p	NC_019464.2	+	21140684	21140701	ATAAGACGAGCAAAAAGC	16	108	6.7	
hsa-/mmu-/rno-miR-208a-5p	NC_019464.2	+	21140649	21140670	GAGCTTTTGGCCCGGGTTATAC	1		7.3	
hsa-/mmu-miR-208b-3p	NC_019464.2	+	21111702	21111723	ATAAGACGAACAAAAGGTTTGT	6099	7710	12.8	26.2
	NW_014640758.1	−	2651	2672					
mmu-miR-208b-5p	NC_019464.2	+	21111667	21111688	AAGCTTTTTGCTCGCGTTATGT	17	39	7.3	
	NW_014640758.1	−	2686	2707					
hsa-/rno-miR-499a-3p	NC_019470.2	+	63735196	63735217	AACATCACAGCAAGTCTGTGCT	375	1178	11.8	29.5
mmu-miR-499-3p	NC_019470.2	+	63735195	63735217	GAACATCACAGCAAGTCTGTGCT	11	1180		
hsa-/mmu-/rno-miR-499a-5p	NC_019470.2	+	63735159	63735179	TTAAGACTTGCAGTGATGTTT	269451	160221	14.3	20.2
hsa-miR-499b-3p	NC_019470.2	−	63735157	63735178	AACATCACTGCAAGTCTTAACA	259451	159579		
hsa-miR-499b-5p	NC_019470.2	−	63735194	63735214	ACAGACTTGCTGTGATGTTCA	13	1171	9.1	

*Mean counts of NGS sequencing. The detected sequences were 100% or 70–99% matched to existing miRNA sequences.

### miRNA dysregulation in HF and HF-R using miRNA array profiling and Stem-loop qPCR validation

Hierarchical clustering of miRNA profiles showed differential miRNA expression between the Control, HF and HF-R groups, with HF and HF-R more different from Cont (Fig. 4A). In total, 125, 95 and 65 differentially expressed miRNAs were identified between Cont vs. HF, Cont vs. HF-R and HF vs. HF-R, respectively, with fold changes >1.2, p < 0.05 (Fig. 4B and Supplementary Table S6).

**Figure 4:**
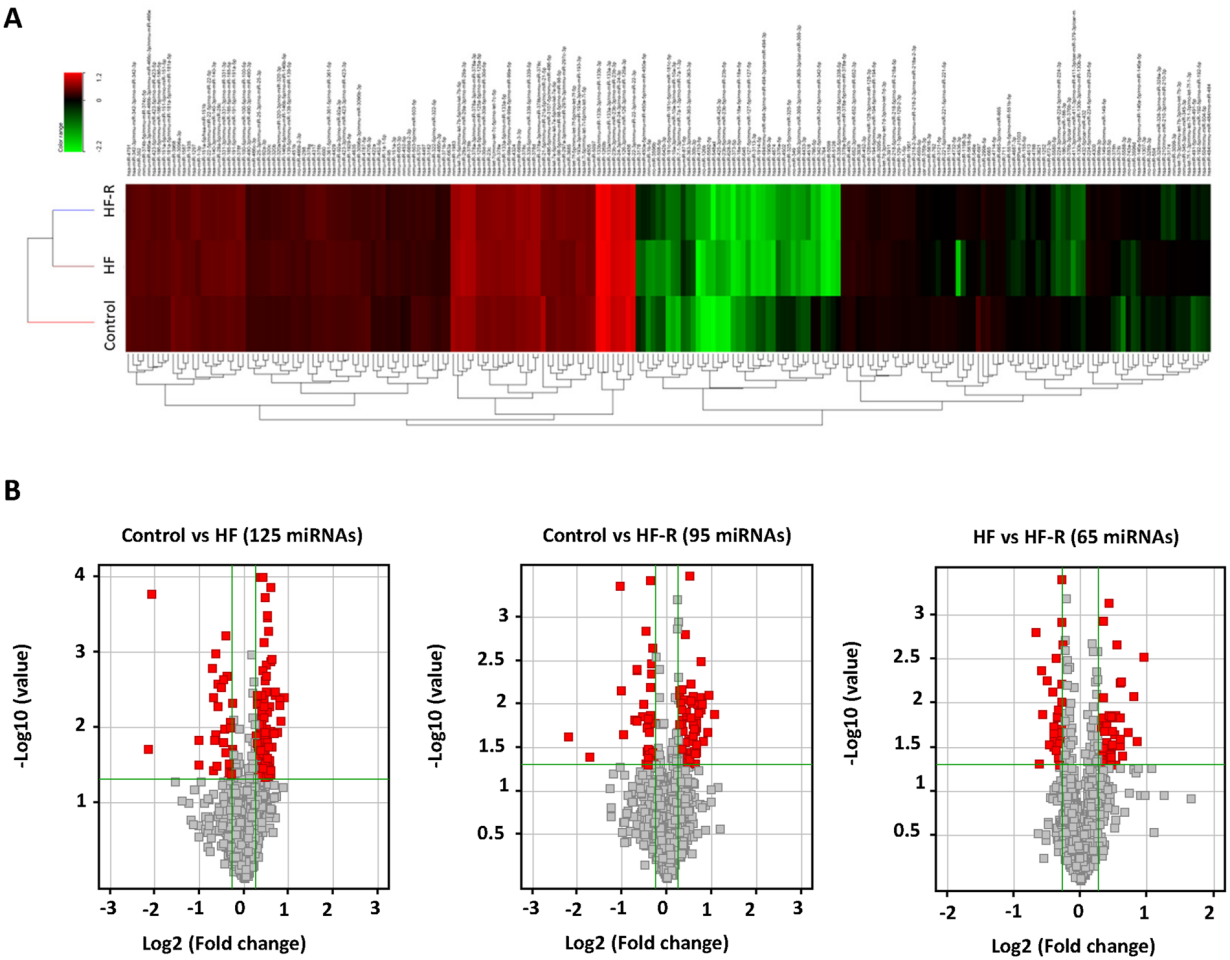
Profiling of miRNA expression. (**A**) Hierachical clustering of miRNA expression (**B**) Volcano plots showing differentially expressed miRNAs with fold change > ±1.2 Cont vs HF, Cont vs. HF-R, and HF vs HF-R (p < 0.05).

HF-induced miRNA changes were further validated by stem-loop-qPCR. Cardiac-enriched miR-1-3p, miR-133a-3p, miR-133b-3p, miR-208b-3p and miR-499-3p were screened. Of these, miR-208b-3p and miR-133b-were significantly up-regulated in HF and returned towards normal levels in HF-R (Fig. 5A). As a proof of concept study, 12 miRNAs showing significant differences in array (HF vs. Cont or HF-R) were validated by qPCR. Eight miRNAs, namely miR-125a-5p, -125b-5p, -126-3p, -210-3p, -494-3p, -21-5p, -29a-3p and -320a were significantly up-regulated in HF (vs. Cont) and tended to return to Cont levels in HF-R (Fig. 5B and C). The comparison of qPCR, NGS and array data on these miRNAs are summarized in Table 3.

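Several of these miRNAs were higher in the HF library than in the Cont library. MiR-29a-3p had 6 counts in Cont, 50 in HF and 15 in HF-R, an HF/Cont ratio of 6.38 (95% interval 2.73 to 18.2). MiR-210-3p had 7, 30 and 18 counts (3.28, 1.41 to 8.85), miR-320a 1128, 3271 and 1451 (2.22, 2.07 to 2.38) and miR-125b-5p 594, 1549 and 656 (2.00, 1.81 to 2.20). MiR-208b-3p had a ratio of 1.40. MiR-125a-5p had 7159, 7549 and 10199 counts (0.81, 0.78 to 0.83) and miR-494-3p 93, 99 and 153 (0.81, 0.61 to 1.09), both ratios above 1 only on raw counts. The ratio was 1.21 for miR-224-5p, 1.02 for miR-378d and 1.06 for miR-133b, and all 3 fell below 1 with TMM scaling, the last 2 also with DESeq2's size factors. MiR-21-5p was listed with 1 count in Cont and 2 in HF-R and miR-10b-5p with 1 count in HF, while miR-126-3p has no entry. The counts of miR-29a-3p, miR-125a-5p, miR-125b-5p, miR-133b, miR-21-5p and miR-10b-5p are of partial (70 to 99%) matches. Those of miR-133b cannot be taken as a measure apart from miR-133a-3p, whose sequence differs in the last nt only. The oar- forms carried more counts: oar-miR-21 53224, 89870 and 139613 (1.29), oar-miR-29a 10039, 20893 and 13786 (1.59), oar-miR-125b 50079, 94445 and 66287 (1.44) and oar-miR-10b 9692, 10724 and 7610 (0.85, above 1 on raw counts). These ratios rest on deposited counts. In Table S3, a comparison chosen after the data were seen, the unscaled counts of oar-miR-21 are 61276, 94479 and 108469. Those of oar-miR-29a are 2515, 5670 and 4032, of oar-miR-125b 5189, 14088 and 8775 and of oar-miR-10b 325, 412 and 280. For miR-494-3p they are 169, 234 and 283.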

**Figure 5:**
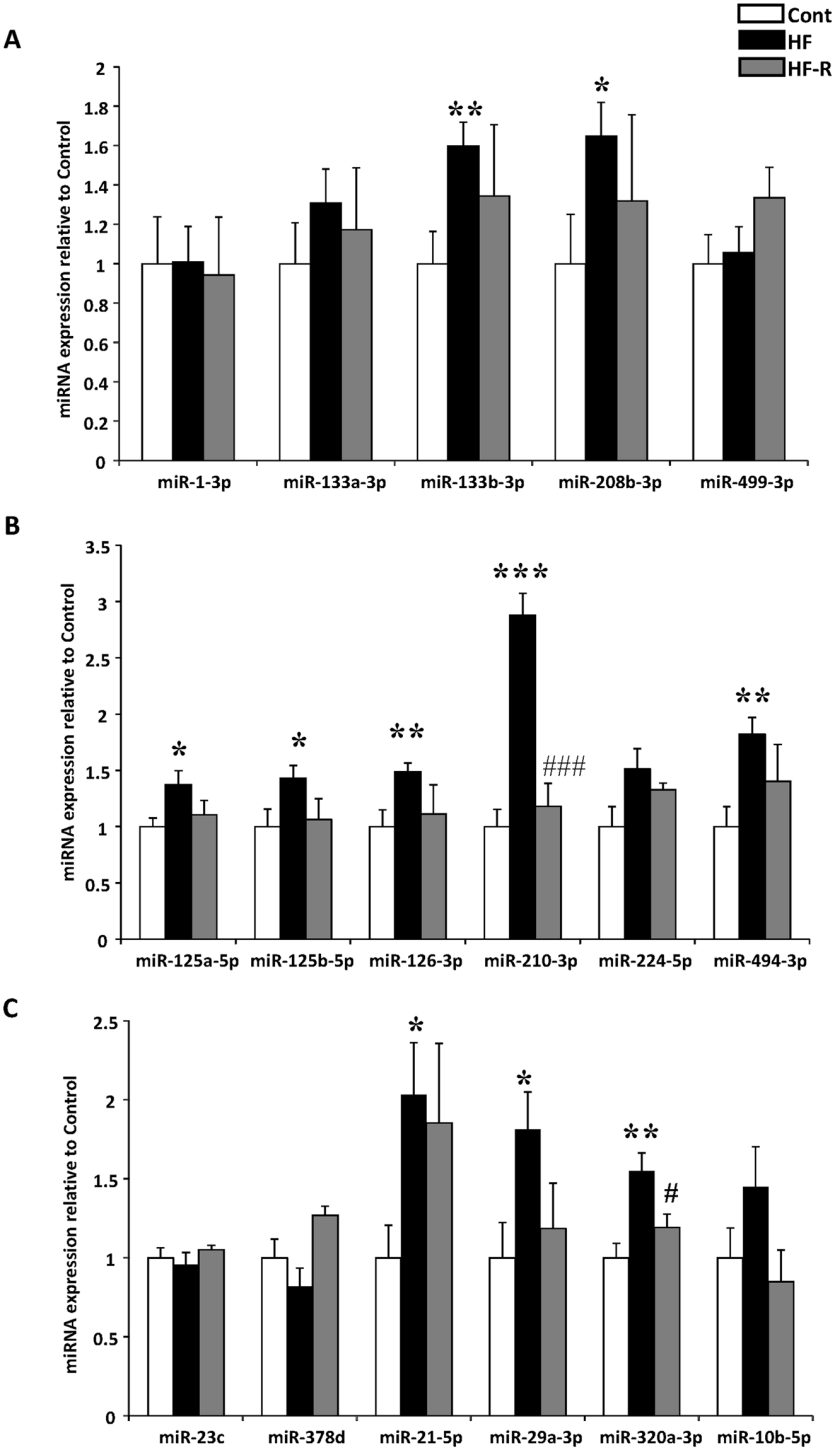
Stem-loop qPCR validation of miRNAs dysregulation. (**A**) Comparison of five cardiac enriched miRNAs in the 3 groups. (**B** and **C**) validation of 12 significantly dysregulated miRNAs detected by miRNA array. *p < 0.05, **p < 0.01, ***p < 0.001 compared with Control; ^#^p < 0.05, ^###^p < 0.001 compared with HF (Student’s t-test). Control (Cont, n = 13), Heart Failure (HF, n = 6) and Heart Failure-Recovery (HF-R, n = 8).

**Table 3:** Summary of HF-regulated microRNAs detected by next generation deep sequencing (NGS), differential expression by miRNA array and validation by stem-loop qPCR.

Annotation	Mean Counts	Mean Intensity	Fold change	Fold change
	NGS	Array	Array	RT-qPCR
hsa-/mmu-miR-1-3p/rno-miR-1b	1525891	14.7		1.01
hsa-/mmu-/rno-miR-133a-3p	312	14.7		1.31
hsa-/mmu-/rno-miR-133b-3p	315	15.1		1.60**
hsa-/mmu-/rno-miR-208b-3p	6099	12.8		1.65*
hsa-/mmu-/rno-miR-499-3p	375	11.8	1.43*	1.06
hsa-/mmu-/rno-miR-125a-5p	8302	11.0	1.62*	1.37*
hsa-/mmu-/rno-/oar-miR-125b-5p	933	13.8	1.62*	1.43*
hsa-/mmu-/rno-miR-126-3p	Not detected	13.9	1.50*	1.49**
hsa-/mmu-/rno-miR-210-3p	18	6.7	1.43*	2.88***
hss-/mmu-/rno-miR-224-5p	718	7.3	1.85*	1.52
hsa-mmu-/rno-/oar-494-3p	229	5.7	−1.62*	1.82**
hsa-miR-23c	Not detected	11.0	1.59*	−1.05
hsa-miR-378d	82	11.7	1.53*	−1.22
hsa/mmu/rno-21-5p	2	11.0	−4.23*	2.03*
hsa-/mmu-/rno-/oar-miR-29a-3p	24	12.4	1.77*	1.81*
hsa-/mmu-/rno-320a	1950	8.9		1.55**
hsa-/mmu-/rno-miR-10b-5p	1	7.3		1.45

*P < 0.05, **P < 0.01, ***P < 0.001 versus normal Controls.

## Discussion

The aims of this study were to identify novel sheep miRNA and to explore HF associated miRNA dysregulation. A total of 637 miRNAs sequences were detected by NGS and 358 of them with counts ≥10. Among them, 186 are novel sheep miRNAs with perfect aligning with hsa-, mmu- and/or rno-miRNAs, and 73 are previously known oar-miRNAs (miRBase v21). These findings were confirmed with independent miRNA array measurements and validation by qPCR analysis for a selected panel of miRNAs. Four myocardial-enriched miRNAs, miR-1, miR-133, miR-499 and miR-208, were confirmed to be highly expressed in ovine heart tissue. Investigation of cardiac miRNA differentially expressed in HF and HF-R by miRNA array analysis followed by qPCR validation identified 10 miRNAs significantly up-regulated in HF, namely miR-133b-3p, -208b-3p, -125a-5p, -125b-5p, -126-3p, -21-5p, -210-3p, -29a-3p, -320a and -494-3p, all of which returned towards normal levels following HF-R.

NGS is a powerful technique in the discovery of novel miRNAs. The critical steps include library preparation, base-calling and read analysis. Since NGS was performed to identify novel oar-miRNAs, pooled samples of each group (Control, HF, HF-R) were used to reduce cost and minimize biological biases from single sample preparation. With all three libraries constructed, the Q-scores were >30, indicating an accuracy above 99.9%^21^. A total of 50 million read depth was used in this study. After trimming off adaptors, 36.44 million reads of sequences were acquired and distributed into two peaks of different length nts. The peak of ∼40–50 length nts representing fragments of rRNA, tRNA and mRNA, while the peak of ∼15–30 length nts representing miRNA sequences with 17.69 million counts. The total miRNA counts were almost doubled compared to the previous studies analyzing miRNAs in sheep^17, 22^. The increase of depth is directly associated with higher accuracy^23^. Therefore more novel miRNA were identified. Overall, 637 miRNA sequences were detected by NGS. All of these mapped to the sheep genome. Taking a conservative criteria to consider the sequences with at least 10 read counts and perfectly aligned with hsa-/mmu-/rno-miRNAs, 186 novel miRNA were identified. In addition, 73 previously known oar-miRNAs sequences with >10 counts were detected. Of the novel and known groups, 89 and 10 miRNA sequences, respectively, demonstrated 70–99% alignment with hsa-/mmu-/rno-miRNAs. Our findings indicate that the 186 perfectly aligned miRNAs are genuine novel oar-miRNAs and the 89 demonstrating 70–99% alignment are also likely to be so. For those sequences not aligned with any known miRNAs, we considered them as putative miRNAs. Further validation is required.

Commercially available miRNA array kits for human, mouse and rat miRNA were used for profiling miRNA regulation. The correlations of all inter- and intra- spike-ins R^2^ ≥ 0.95 are generally accepted as a gold standard of good quality of labelling reaction, hybridization, technical variability and calibration. In this study, R^2^ for all samples were ~0.99. The dual colour labelling with Hy3^TM^ and Hy5^TM^ technique used in this study offers the advantage of Lowess normalization to minimize systematic variations. Our data showed M = 0 after normalization, therefore the difference between the two channels was dependent on the average Hy3^TM^ and Hy5^TM^ intensity level of miRNAs, and thus the accuracy was greatly increased. This array consists of approximately 3100 capture probes which are complementary to human, mouse, rat and their related sequences. Since miRNA sequences are highly conserved between species^24^, it was reasonable to expect that this array could be used to detect the conserved miRNAs from other species, e.g. sheep, with human, mouse and rat. In combination with NGS, this is a fast but reliable way to identify novel sheep miRNAs.

Of note, approximately half the miRNAs detected by NGS and a third by array overlapped. This finding is consistent with previous reports^25^. Although the techniques themselves are reliable and reproducible, systematic errors may affect results. For example, the adaptor ligation and structure might affect sequencing-based reading^26^. As a hybridization-based technique, miRNA array is highly sensitive but lacks specificity. 

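Oar-miR-133 and miR-133a-3p come from the same place in the sheep genome. Oar-miR-133 (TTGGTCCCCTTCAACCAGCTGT) lies on the minus strand of NC_019470.2 from 53961766 to 53961787. Hsa-/mmu-/rno-miR-133a-3p (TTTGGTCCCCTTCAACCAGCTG) lies on the same strand from 53961767 to 53961788, so that they overlap by 21 nt. Its second locus is on the plus strand of NC_019480.2 from 34711428 to 34711449. MiR-133b (TTTGGTCCCCTTCAACCAGCTA) matches the plus strand of NC_019477.2 from 24293671 to 24293692.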

In this study, NGS detected high counts of oar-miR-133, while array yielded high expression of hsa-/mmu-/rno-miR-133a-3p, which is one nt longer at the 5′ end compared to oar-miR-133. Substantial bias depending on base composition has recently been reported by Backes *et al*.^25^ with NGS shown to favor uracil-rich miRNAs while array favored guanine-rich miRNAs. Adding up both NGS and Array detected-miRNAs (taking the overlap into account), there were total of 1291 miRNAs. More than likely they are all true oar-miRNAs. Currently, stem-loop qPCR is the golden standard for validation. Therefore, we further selected 23 miRNAs with NGS and array intensities ranging from low to high for qPCR validation. These miRNAs were all detected by qPCR and the intensity negatively correlated to the Cq value.

MiR-1, miR-133, miR-499 and miR-208 are highly enriched myocardial miRNAs^27, 28^ and are highly conserved across multiple species including human^29^, mouse^30^ rat^31^ and porcine^32^. Oar-miR-133 is currently the only cardiac specific miRNA listed in miRBase 21. Whether the other cardiac enriched miRNAs are conserved and expressed in the sheep heart was not previously known. In this study, this panel of cardiac-specific miRNAs was reviewed by NGS and the findings reinforced by microarray and qPCR measurement. 

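Counts of oar-miR-133 were 459 times those of miR-133a-3p in Cont (95% interval 404 to 523). The corresponding ratio was 459 in HF (412 to 512) and 478 in HF-R (431 to 532). Both counts are those of partial matches in Table 2, and with the Table S3 counts of oar-miR-133, a comparison chosen after the data were seen, the ratios would be 163, 184 and 172. The 3 intervals of the deposited counts overlap. They cover counting error in single pools only, and no test of a difference between the libraries in this proportion was made.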

The most abundant cardiac-specific miRNA-133 in the sheep heart was oar-miR-133 which has one nt different from hsa-/mmu-/rno-miR-133a-3p (previously hsa-miRNA-133). While another group has reported that miR-133a is highly expressed in the sheep heart^17^, they did not, as has been done in the present study, specify expression of the different isoforms. Hsa-/mmu-miR-1a-3p, identical to rno-miR-1b, and hsa-/mmu-miR-208b-3p, was also highly expressed in the sheep LV. Human miRNA-1 has two isoforms, miR-1-1 and miR-1-2, which are encoded by two different genomic loci^33^. Similarly, two miRNA-1 encoded loci are found in the sheep. 

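MiR-1-3p matches the sheep genome perfectly on the plus strand of NC_019480.2 from 34708115 to 34708136 and on the minus strand of NC_019470.2 from 53971898 to 53971919. The tables of each library list the same count of miR-1-3p at both loci, so its counts cannot be divided between them.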

Two isoforms of miRNA-208-a/b have also been reported in humans, with miRNA-208a exclusively expressed in the heart and miRNA-208b found in both cardiac and skeletal muscle^34^. Our data indicate that hsa-/mmu-miR-208b-3p (previously miR-208b) was the main miR-208 isoform expressed in the sheep heart. 

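Counts of miR-208b-3p were 196 times those of miR-208a-3p in Cont (95% interval 129.4 to 313). They were 292 times as high in HF (200.3 to 443) and 81.4 times in HF-R (64.9 to 104). Between the means of Table 2, a comparison chosen after the data were seen, the ratio is 149 for perfect and 63.2 for partial matches. MiR-208b-3p matches the plus strand of NC_019464.2 from 21111702 to 21111723 and also the unplaced scaffold NW_014640758.1 from 2651 to 2672 on its minus strand. MiR-208a-3p matches the plus strand of NC_019464.2 from 21140684 to 21140705.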

MiR-499b is the antisense of miR-499a, and it was previously unclear whether miR-499b is expressed in the heart^20^. 

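Hsa-miR-499a-5p lies on the plus strand of NC_019470.2 from 63735159 to 63735179, and hsa-miR-499b-3p on the minus strand from 63735157 to 63735178, so that they overlap by 20 nt. Hsa-miR-499a-3p (63735196 to 63735217) and hsa-miR-499b-5p (63735194 to 63735214) overlap by 19 nt. The read listed for miR-499b-3p in each library is TGTTAAGACTTGCAGTGATGTT and that for miR-499b-5p is TGAACATCACAGCAAGTCTGT, and both lie on the strand of miR-499a. Over all entries, 11 pairs on opposite strands share the same counts in the 3 libraries, and hsa-miR-378a-3p with rno-miR-3557-5p is such a pair. A read that is the reverse complement of the miRNA alone is listed for 18 of 544 miRNA names with a count in Cont, 23 of 576 in HF and 22 of 543 in HF-R.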

The current study not only confirms that both forms are highly expressed in the heart, but is the first to demonstrate the presence of this miRNA in ovine cardiac tissue.

Ischemia/reperfusion injury, heart failure, cardiac fibrosis/remodeling, etc., affect both gene and miRNA expression in cardiovascular disease. In depth understanding of their changes may lead to the discovery of novel therapeutic targets for the treatment of cardiovascular diseases^35, 36^. In the present study we further examined the regulation of miRNA in ovine HF and following recovery. Using miRNA array analysis we found 125 and 95 differentially expressed miRNAs between Cont vs. HF and Cont vs. HF-R, respectively. Validation of a selected few by qPCR identified 10 miRNAs - miR-133b-3p, miR-208b-3p, miR-21-5p, miR-125a-5p, miR-125b-5p, miR-126-3p, miR-210-3p, miR-29a-3p, miR-494-3p and miR-320a, that were significantly up-regulated in HF myocardium compared to normal controls. Most of these returned to baseline expression levels following recovery from HF. The up-regulation of these miRNAs in HF is supported by studies demonstrating that serum miR-125a-5p is significantly increased in human HF^3^, and is one of the most abundant miRNA in pericardial fluid from HF patients undergoing open-heart surgery^37^. Similarly, MiR-29a is reported to be a key regulator of cardiac fibrosis and hypertrophy^38, 39^, and miR-21 is enhanced in the fibroblasts of failing hearts^40^. MiR-210-3p is closely related to hypoxia^41, 42^, and interestingly, both miR-320a and miR-494 are reported to be associated with cardiac apoptosis induced by ischemia^43, 44^.

## Conclusions

A total of 637 miRNAs were detected in the current study. Of these, 186 were perfectly conserved with human, mouse and rat miRNAs and are unequivocally novel oar miRNAs, while a further 89 showing 70–99% alignment are also likely to be novel oar miRNAs. For the first time we report that not only are the four cardiac-enriched miR-1, miR-133, miR-499 and miR-208 highly expressed in sheep LV, but also provide information on their isomiRs. In addition, we detected 83 known oar-miRNAs on miRBase. Importantly, we demonstrated the significant up-regulation of 10 miRNAs in HF, with most returning to normal control levels following recovery from HF. This study has markedly expanded the known oar-miRNA database, thereby providing a more solid foundation with which to facilitate miRNA research in sheep models of cardiovascular disease.

## Methods

### Surgical preparation and study protocol

The study protocol was approved by the Animal Ethics Committee of the University of Otago, Christchurch, New Zealand. All methods were carefully performed in accordance with the relevant guidelines and regulations in this study. Twenty seven sheep (Coopworth ewes; 47–60 kg; Lincoln University Farm, Christchurch, New Zealand) were separated into three groups: (**i**) Normal controls (Cont; n = 13), (**ii**) Heart Failure (HF; subjected to rapid LV pacing at ~220 bpm for 13 days; n = 6) and (**iii**) HF Recovery (HF-R; sampled 26 days following cessation of pacing; n = 8).

The sheep were initially instrumented via a left lateral thoracotomy under general anesthesia (15 mg/kg thiopentone induction; 2.5% isoflurane maintenance) as previously described^45^ to allow the measurement of heart rate (HR), mean blood pressure (MBP), atrial pressure and cardiac output (CO). For HF and HF-R groups, a 7 French His-bundle electrode was implanted subepicardially in the LV wall for subsequent pacing. During the study the sheep were held in metabolic cages with free access to water and a standard laboratory diet. Prior to sacrifice, hemodynamic parameters were recorded (PowerLab Systems; ADInstruments, Dunedin, New Zealand) and blood samples taken for the measurement of atrial natriuretic peptide (ANP) and B-type natriuretic peptide (BNP)^10^. The sheep were euthanized (100 mg/kg IV Pentobarb 300) and LV tissue samples collected and snap frozen in liquid nitrogen and stored at −80 °C. Total RNA were extracted using TRIzol^®^ Reagent (Ambion, Austin, TX, USA) and overnight isopropyl precipitation according to the manufacturer’s protocol with integrity numbers (RINs) ≥6.5 (Bioanalyzer 2100, Agilent Technology, CA, USA).

### Next generation deep sequencing (NGS) to detect novel oar-miRNAs

A total of 100 ng RNA from each group of pooled Cont, HF and HF-R was converted into three small RNA libraries using a NEBNext® Ultra™ DNA Library Prep Kit for Illumina® (New England Biolabs Inc., Ipswich, MA, USA) according to the manufacturer’s instructions. Each RNA sample was ligated with adaptors to its 3′ and 5′ ends and converted into cDNA before pre-amplification with specific primers containing sample-specific indexes. After 15 cycles, pre-PCR cDNA was purified on QiaQuick columns (Qiagen, Hombrechtikon, Switzerland) and the insert efficiency evaluated by the 2100 Bioanalyzer on high sensitivity DNA chips (Agilent Inc., Waldbronn, Germany). The miRNA cDNA were size fractionated (LabChip XT, Caliper Inc., Hopkintin, MA, USA) and bands representing adaptors and 15–50 base pair (bp) inserts were excised and collected. Based on quality of the inserts and the concentration measurements the 3 libraries were assembled in equal concentrations. The libraries were finally quantified again with qPCR and sequenced on the Illumina NextSeq. 500 system (Illumina Inc., San Diago, CA, USA).

The raw NGS reads were subjected to data quality control via measurement of the quality score (Q-score, a prediction of the probability of an incorrect base-call)^21^ and filtered to remove background reads of <15 nucleotides (nts). The remaining sequences with lengths between 15 to 30 nts were analyzed. The sequence analyzing pipeline was carried out by performing alignment with known miRNAs in miRBase v21 with Blast, and followed by mapping to the sheep genome (NCBI:ftp://ftp.ncbi.nlm.nih.gov/genomes/all/GCF_000298735.2_Oar_v4.0) with Bowtie Oar v4.0. NGS sequences with at least 10 counts and homology >70% (read length over miRNA length) were included. Results of the NGS data have been deposited into GEO database under the accession number GSE87468.

### MicroRNA array to identify oar-miRNA and regulations in HF

MiRNA profiling was performed using LNA™-modified oligonucleotide (Exiqon, Denmark) probes (miRBase v19.0). Individual samples of 500 ng RNA (2 Cont, 4 HF and 3 HF-R) were labeled with Hy3™ and Hy5™ fluorescent (miRCURY LNA™ miRNA Hi-Power Labeling Kit, Hy3™/Hy5™, Exiqon, Denmark). The labeled RNA samples were mixed pair-wise and hybridized to the miRCURY LNA™ microRNA Array capture probes (7th Generation - human, mouse and rat; Exiqon, Denmark, Tecan HS4800™ hybridization station, Tecan, Austria). The slides were scanned using the Agilent G2565BA Microarray Scanner System (Agilent Technologies, Inc., USA).

Data were analyzed using ImaGene® 9 (miRCURY LNA™ microRNA Array Analysis Software, Exiqon, Denmark). Following background correction and Lowess (LOcally WEighted Scatterplot Smoothing) global normalization, the threshold for detected miRNA was 1.2 times above 25^th^ percentile of the overall signal intensity (analysis performed using R/Bioconductor). To investigate miRNA regulation in HF and HF-R, miRNA intensity was log2 transformed. Those miRNAs which exhibited absolute fold changes ≥1.2 or ≤−1.2 with a p-value < 0.05 (Student’s t-test) underwent further analysis using GeneSpring GX. Results of the microarray data have been deposited into GEO database under the accession number GSE87449.

### Stem-loop qPCR to validate miRNA regulation in HF

The qPCR experiments were followed the MIQE guidelines^46^. Total of 27 RNA samples from Cont n = 13, HF n = 6 and HF-R n = 8 were reverse transcribed into single-stranded cDNA using High Capacity cDNA Reverse Transcription (Applied Biosystems, Foster City, CA, USA) and TaqMan miRNA RT kits (Applied Biosystems). Real-time PCR was carried out using first strand cDNA with TaqMan Universal MMIX II with UNG (Applied Biosystems). Quantitative PCR parameters for cycling were as follows: 50 °C for 2 min and 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s and 60 °C for 1 min (CFX96 Real-Time System, Bio-Rad, Singapore). All reactions were performed in a 20 µl reaction volume in triplicate. U6 was used as the housekeeping reference gene. Data were analyzed using the 2^−ΔΔCT^ method^47, 48^.

### Statistical analysis

Data are expressed as Mean ± SEM unless otherwise specified. Hemodynamic and neurohumoral data from the 3 groups (Cont, HF and HF-R) were compared by independent Student’s *t*-test. NGS, miRNA array and Stem-loop qPCR data analysis are described in their specific sections. In general, differences between groups were assessed by one-way analysis of variance (ANOVA) followed by Bonferroni post-hoc analysis or unpaired two tail t-tests as appropriate (Graph Pad Prism, San Diego, CA, USA). A p value of <0.05 was considered statistically significant.

### Availability of data and materials

The microarray and NGS data have been deposited into GEO database under the accession numbers GSE87449 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE87449) and GSE87468 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE87468) respectively.

## Electronic supplementary material

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

How the deposited data were processed for this re-analysis (not part of the article)

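Small RNA libraries were sequenced from left ventricular tissue of normal sheep (Cont), sheep with pacing-induced heart failure (HF) and sheep after recovery (HF-R), with 1 pooled library per condition. The authors removed short reads, aligned the remaining reads to miRBase v21 with Blast and mapped the miRNAs to the sheep genome with Bowtie, in versions that the paper's text does not name. Each deposited count is the raw number of reads matched to a miRNA entry, and a blank cell is a library without a value. The deposited mean signal is the authors' mean of the counts of the libraries that have a value. The deposited tables divide the entries into perfect and partial (70 to 99%) matches of known oar-miRNAs and of hsa-, mmu- and rno-miRNAs. A table for each library gives, for 2037 rows and 1413 names, the loci, the listed reads and the counts of perfectly matched miRNAs, with 1750103 counts in Cont, 2313015 in HF and 2473560 in HF-R.

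Entries were counted by class where the authors' mean reached at least 10 counts. For totals and ratios, entries with the same counts in all 3 libraries and loci that overlap at all were taken once. Entries with the same counts at loci that do not overlap stayed separate, also in the numbers called and in the lists. Examples are miR-18a-5p and miR-18b-5p (17, 36 and 25 counts) and miR-652-3p and miR-652-5p (111, 277 and 127 counts). The tables of each library give miR-18b-5p and miR-652-5p 1 count each, in HF. Pairs on opposite strands with the same counts were counted where they overlap by at least 15 nt. The merged counts of 297 of the 307 perfectly matched hsa-, mmu- and rno-miRNAs equal the counts in the tables of each library, and 10 differ. Ratios were computed from CPM of the distinct entries with a Clopper-Pearson 95% interval, and single counts have exact Poisson intervals. A miRNA was called higher or lower where its ratio was at least 1.5, or at most 1 divided by 1.5, and its interval excluded 1. There are no replicates, so no p-value between conditions was computed and no paired check applies. The only p-values belong to the relation of Cq and counts (exact permutation test).

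Named miRNAs are those in the paper's text and in its Tables 2 and 3, the 10 most abundant entries, and the extremes of the ratios among the 192 distinct entries with a mean of at least 100 counts (10 at each end for HF/Cont, 5 at each end for HF-R/Cont and HF-R/HF), with members of the miRNA lists as examples. Counts in the paper's supplementary tables had been seen when this rule was written. Another 22 lists of miRNAs by genomic cluster, family or tissue were summarised by their median log2 ratio and the percentile of that median among 10000 random lists of the same size, drawn from bins of 20 entries of like mean count. The percentile describes these libraries and is not a test between conditions.

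Alternatives to the main scaling were edgeR's TMM, DESeq2's size factors, CPM without miR-1, raw counts, the reads per library in Fig. 1B and the total of the perfect-match tables. Alternatives to the other choices were no filter or a mean of at least 100 counts, all entries with duplicates, size thresholds of 1.2 and 2, other readings of the 10-count rule, an overlap of 10 or 18 nt, and leaving out each miRNA of the Cq relation. Chosen after the data were seen were the counts of the tables of each library, the counts of Tables S3 and S4, the means of Table 2 by match class, 1 entry per locus, the list of miRNAs higher by qPCR without miR-133b-5p, the fibroblast and fibrosis list without miR-29, and the Cq relation without its 2 miRNAs farthest from the median count.

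The code was tested on simulated data with 200 changed entries, drawn from the real means and library sizes. Counts had Poisson error only, and the 20 most abundant entries were never changed. The simulation therefore holds no spread between sheep and no shift of the most abundant miRNAs, and its rates are not error rates between conditions. For HF/Cont (352 entries run), 41.2% of entries changed 1.5-fold, 80.0% of those changed 2-fold and 96.8% of those changed 3-fold were called, and 1.21% of unchanged entries. For HF-R/Cont (355 entries) these were 47.1, 76.2, 90.0 and 1.20%, and for HF-R/HF (364 entries) 25.7, 82.9, 90.9 and 1.18%. The interval held the true fold for 91.2% of entries for HF/Cont, 95.2% for HF-R/Cont and 90.7% for HF-R/HF. A list raised 1.5-fold had a percentile of 100 in each comparison, and an unchanged list 26.1, 40.6 and 17.1. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0 were used. The paper's array and qPCR samples were not analysed here beyond the values in its tables, and unaligned sequences were left out because the tables hold aligned miRNAs only.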

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

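All comparisons in this part were chosen after the results were seen. Among 356 distinct entries with an HF/Cont ratio and a mean of at least 10 counts, 9 that the paper does not discuss had a ratio of at least 3 with a lower bound above 1.5. MiR-331-3p rose from 2 counts in Cont to 31 in HF (ratio 11.9, 95% interval 3.02 to 102), with 7 counts in HF-R. MiR-122-5p had 3, 36 and 3 counts in Cont, HF and HF-R (ratio 9.19, upper bound 46.6). Hsa-miR-3591-3p, which lies opposite miR-122-5p, had 4, 38 and 16 counts (7.27). MiR-29c-3p had 11, 76 and 33 counts (5.29), and rno-miR-3556b, which lies opposite it, 6, 32 and 17 counts (4.08). MiR-216b-5p had 5, 27 and 7 counts (4.13), miR-15b-5p 15, 77 and 22 counts (3.93), hsa-miR-4532 23, 119 and 19 counts (3.96) and hsa-miR-4484 136 counts in Cont and 578 in HF (3.25). The lowest of these HF/Cont ratios under the other scalings was 2.55, for miR-4484. No miRNA met the same rule for HF-R/Cont. For HF-R/HF, where HF and not the control is the base, 3 met it: oar-miR-200a with 27, 10 and 89 counts (9.14), oar-miR-200b with 26, 8 and 72 counts (9.25) and oar-miR-541-5p of the DLK1-DIO3 cluster with 11, 5 and 23 counts (4.73, 95% interval 1.76 to 15.9), with ratios of at least 4.15 under the other scalings. In Table S3 oar-miR-541-5p has 2, 0 and 0 counts and oar-miR-200b 3, 2 and 16, so the first rests on the deposited counts alone. Lower ratios were not searched. No technical or biological explanation was tested for the 9 of HF/Cont, and the differences are between single pools. Tests for miR-200a, miR-200b and the DLK1-DIO3 cluster are among the other observations.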

How the results depend on the processing

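The counts of the tables of each library, the counts of Tables S3 and S4, the summed means of Table 2, the taking of 1 entry per locus, 2 lists of miRNAs without some members and the Cq relation without its 2 miRNAs farthest from the median count were settings tried only after the results were seen. The other alternatives were fixed before the deposited files were examined, though counts in the paper's supplementary tables had been seen by then. No paired analysis was possible because each condition has a single pooled library. Numbers of miRNAs called higher and lower were 81 and 28 for HF/Cont, 17 and 40 for HF-R/Cont and 18 and 83 for HF-R/HF. The median log2 HF/Cont of all entries was 0.16, and it was −0.19 with TMM and −0.06 with DESeq2's size factors, 0.55 on raw counts and 0.34 with the reads in Fig. 1B. For HF-R/Cont it was −0.03, and 0.10 without miR-1, 0.32 on raw counts and −0.18 with the perfect-match total. For HF-R/HF it was −0.29, and 0.06 with TMM, −0.01 with DESeq2, −0.15 without miR-1, −0.48 with the reads in Fig. 1B and −0.43 with the perfect-match total.

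With TMM the numbers were 42 higher and 74 lower for HF/Cont and 58 and 33 for HF-R/HF, and with DESeq2 52 and 53, and 44 and 41. Without miR-1 they were 28 and 24 for HF-R/Cont and 24 and 53 for HF-R/HF. On raw counts they were 160 and 6 for HF/Cont and 71 and 10 for HF-R/Cont. With the reads in Fig. 1B, read by eye, they were 117 and 17 for HF/Cont and 11 and 1.3e+02 (to 2 digits) for HF-R/HF, and with the perfect-match total 14 and 66 for HF-R/Cont and 12 and 116 for HF-R/HF. The share of miRNAs called on the array that went the same way in HF/Cont was 65.2%, and 44.9% with TMM, 84.1% on raw counts and 78.3% with the reads in Fig. 1B. Each scaling multiplies all ratios of a comparison by the same factor, so the median, the numbers called and the array share move together. Which scaling comes nearest to the levels in the tissue was not tested. Of the 181 called ratios of named miRNAs, 73.5% were still called with TMM, 75.1% with DESeq2, 82.9% without miR-1, 75.7% on raw counts, 91.2% with the reads in Fig. 1B and 96.1% with the perfect-match total.

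Stricter settings lower the numbers, and a looser size threshold raises them, by construction. With a mean of at least 100 counts, 197 entries remained, 132 of them hsa-, mmu- or rno- (94 perfect, 38 partial) and 5 partial oar-miRNAs, and the numbers higher and lower were 47 and 14 for HF/Cont, 5 and 24 for HF-R/Cont and 9 and 48 for HF-R/HF. A ratio of 2 gave 40 and 10, 10 and 8, and 7 and 34 in that order, and a ratio of 1.2 gave 116 and 53, 42 and 73, and 37 and 139. With the counts of Tables S3 and S4, 5 partial oar-miRNAs had at least 10 counts, the hsa-, mmu- and rno- class held 63.9% and the known oar- class 36.1% of the counts, and the share of oar-miR-133 was 95.0, 95.7 and 95.7%. Of the called ratios of named miRNAs, those of miR-369-3p (HF/Cont 1.28) and oar-miR-323c (1.26) changed direction there. Ratios that had not been called were not searched for a change of direction. The cause was not tested. In the Cq relation r was −0.058 without miR-133a-3p and −0.24 without miR-133a-5p, and between 0.092 and 0.48 without each of the others, and 0.59 without miR-1-3p and miR-499a-5p, a setting chosen after the data were seen. Of the other ratios of named miRNAs 3805 stayed within their interval and 1456 moved beyond it, and of the list medians 605 stayed and 181 moved. The number of opposite-strand pairs was 11 with an overlap of 10 or 18 nt and 9 among entries with a mean of at least 10 counts. The cardiac shares with perfect and partial counts added were not run on the deposited counts, where no entry has both. Table 2 prints both as means, and with these added, a setting chosen after the data were seen, miR-1-3p held 77.2% of its family (96.6% by the deposited counts of the 3 libraries), oar-miR-133 97.5% (98.3%), miR-208b-3p 97.6% (98.8%) and miR-499a-5p 99.1% (99.8%). In Table 2 the partial-match means of miR-1-3p (566849) and miR-1b-5p (557416) are close to each other; the cause was not tested. Depth limits the ratios of miRNAs with few counts, such as miR-210-3p, whose HF/Cont interval from 7 counts in Cont reaches from 1.41 to 8.85.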

Differences from the paper's values

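The comparisons with the counts of Tables S3 and S4 and the partial-match mean of oar-miR-133 were chosen only after the results were seen. Of 46 values compared with the paper, 6 differ by more than 1.5 times or in sign. Of the 28 means in its tables 27 lie within 1.5 times of the deposited mean. Among the 27 are oar-miR-133, set against its partial-match value, and miR-499b-3p, whose merged counts repeat those of miR-499a-5p. For miR-499a-5p the paper gives 269451 and the deposited mean is 259451. The deposited mean of oar-miR-133, listed there as a perfect match, is 145615, which equals the paper's value for 70 to 99% matches, while the paper's value for 100% matches is 54412.

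Partial oar-miRNAs with at least 10 counts numbered 19, and the paper's value is 10. The value was 19 with blank cells as 0, with 1 library at 10 counts, above 10 counts and with duplicates once, 16 with all 3 libraries at 10 counts, 20 with a sum of at least 10 and 5 with a mean of at least 100. All these alternatives, set before the deposited files were examined, still differ. With the counts of Tables S3 and S4, chosen after seeing the values, it was 5 and known oar-miRNAs numbered 78 in all, the number in the paper's abstract, where its text gives 83.

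The hsa-, mmu- and rno- class held 40.4% of the counts of both aligned classes, against the paper's 71.9% on this scale (its 53.5% of clean counts). The known oar- class held 59.6%, against the paper's 28.1% (20.9% of clean counts). No alternative was set for these shares before the deposited files were examined. With the counts of Tables S3 and S4, chosen after seeing the values, they were 63.9% and 36.1%, within 1.5 times of the paper's.

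Pearson's r of Cq and log10 counts was 0.099 over 6 miRNAs, and the paper's value is −0.62 over 23. Leaving out 1 miRNA at a time, set before the deposited files were examined, gave r from −0.24 to 0.48. The 6 are cardiac-enriched miRNAs and only part of the paper's 23, so these values cannot test its r.

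The mean of miR-494-3p was 115 counts and the paper's is 229. With the counts of Table S3, chosen after seeing the values, it equals the paper's to the nearest count. For miR-499b-3p the tables of each library give a mean of 13, and the paper's is 259451. No alternative set before the deposited files were examined applies to these means.

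The paper takes miR-1b-5p as the passenger strand, and the read listed for it lies on the strand of miR-1-3p. It describes both miR-499a and miR-499b as abundant, and the tables of each library give miR-499b-3p 8 to 17 counts, while its partial-match mean in the paper's Table 2 is 159579. The numbers the paper gives for the other classes lie within 1.5 times of those here. Entries with an oar- name only and at least 10 counts numbered 56 against the paper's 44. Table S6 lists 69 miRNAs for HF against HF-R, where the paper's text gives 65.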

Other observations

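The tests with the counts of Tables S3 and S4, the lists without some members, the test of the shift that a GC trend allows, the choice of lists by their percentile, the array directions in other miRNAs, the tests of miR-499b-3p and those of the miR-200 family were chosen only after the results were seen.

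Among abundant miRNAs, the HF/Cont ratio was highest for miR-4484 (3.25), miR-22-5p (2.73), miR-95-3p (2.42), miR-101-3p (2.34), miR-3963 (2.31), miR-361-5p (2.23), miR-320a (2.22), miR-450b-5p (2.12), oar-miR-23b (2.08) and miR-452-5p (2.07). It was lowest for oar-miR-127 (0.34), oar-miR-409-3p (0.46), oar-miR-370-3p (0.52), oar-miR-3958-3p (0.53), let-7a-1-3p (0.55), miR-150-5p (0.57), miR-181a-2-3p (0.57), miR-423-5p (0.57), miR-95-5p (0.63) and miR-146b-5p (0.63). HF-R/Cont was highest for miR-365a-3p (2.08), oar-miR-21 (2.06), oar-miR-221 (1.92), oar-miR-23b (1.69) and oar-miR-23a (1.60), and lowest for miR-181a-2-3p (0.42), miR-9-5p (0.50), miR-451-5p (0.51), miR-195-3p (0.52) and miR-128-3p (0.53). HF-R/HF was highest for oar-miR-3958-3p (2.22), miR-493-5p (1.90), oar-let-7g (1.72), miR-361-3p (1.63) and oar-miR-127 (1.62), and lowest for miR-3963 (0.37), miR-4484 (0.39), miR-101-3p (0.41), miR-125b-5p (0.44) and miR-149-5p (0.44). Of these ratios, 14 are of miRNAs in Tables S3 and S4, and with the counts there 7 would be called the same way and 5 would not (oar-miR-3958-3p and miR-150-5p for HF/Cont, oar-miR-21 for HF-R/Cont, miR-493-5p and oar-let-7g for HF-R/HF). The other 2 are those of oar-miR-127, which has 0, 1 and 0 counts there and so no ratio.

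Median log2 HF/Cont, with its percentile among random lists, was 1.13 (99.2) for the miR-29 family, 0.85 (99.3) for the Xq cluster of miR-450, miR-424 and miR-542, 0.69 (99.4) for miR-23, miR-27 and miR-24, 0.68 (96.7) for miR-15, miR-16 and miR-497, 0.66 (97.1) for miR-17 to miR-92 and 0.60 (99.1) for fibroblast and fibrosis miRNAs. The fibroblast and fibrosis list holds all 6 miR-29 miRNAs, and without them its other 10 members had 0.37 (85.5), 0.19 (97.1) in HF-R/Cont and −0.01 (93.8) in HF-R/HF. The Xq cluster and the miR-15 list share 3 miRNAs. In the miR-17 to miR-92 list, miR-17-5p and miR-106a-5p have the same counts, as do miR-18a-5p and miR-18b-5p. The list of miRNAs higher by qPCR had 0.51 (94.3), and 0.53 (96.3) without miR-133b-5p, since the paper names the 3p arm. It shares 3 miRNAs with the fibroblast and fibrosis list, 3 with the cardiac-enriched list and 2 with miR-29. Endothelial miRNAs had 0.42 (81.9) and liver miRNAs 1.04 (97.3). Immune miRNAs had −0.62 (0.04), neural miRNAs −0.57 (1.5) and epithelial miRNAs −1.82 (0.235). The lists for the hypoxia, pancreas and skeletal muscle groups hold 1 miRNA each, with 1.71, 2.05 and 0.42. Medians near 0 changed sign with the scaling: miR-30 0.31 (75.3), smooth muscle 0.33 (72.3), cardiac-enriched 0.10 (38.8), let-7 0.03 (8.9), erythroid 0.01 (32.0) and miR-378 −0.15 (12.0). For HF-R/Cont, the lists with a percentile below 2.5 or above 97.5 were neural miRNAs with −0.95 (0.205), the miR-378 family −0.73 (0.585), cardiac-enriched 0.27 (99.3), fibroblast and fibrosis 0.23 (98.7) and endothelial miRNAs 0.27 (97.8), none of which changed sign with the scaling. For HF-R/HF, besides the DLK1-DIO3 cluster, they were epithelial miRNAs with 3.19 (99.8), let-7 0.11 (99.98), immune 0.15 (97.9), liver −0.95 (1.85), the miR-29 family −0.84 (1.96), the Xq cluster −0.72 (2.27) and fibroblast and fibrosis miRNAs −0.57 (1.17), of which let-7 and immune miRNAs changed sign with the scaling. Among the lists outside these limits, those that stayed outside them without a filter, with a mean of at least 100 counts, with duplicates, with the counts of the tables of each library, with those of Tables S3 and S4 and with 1 entry per locus were the DLK1-DIO3 cluster in HF/Cont and HF-R/HF, immune miRNAs in HF/Cont, let-7 in HF-R/HF and neural miRNAs and miR-378 in HF-R/Cont. MiR-542-5p of the Xq cluster carries the counts of miR-542-3p (457 in HF and 270 in HF-R), where the tables of each library give 1 in Cont and 1 in HF, and with those tables the remaining 7 members had 0.85 (98.4) in HF/Cont. Rno-miR-222-5p of the endothelial list has no count in those tables, and the remaining 6 members had 0.12 (40.3) in HF/Cont and 0.31 (94.5) in HF-R/Cont. With the counts of Tables S3 and S4 the epithelial list holds 1 miRNA.

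Some matches between array and NGS crossed species. The array's mmu-miR-378a-3p was matched with hsa-miR-378a-3p (log2 HF/Cont −0.15), while a separate mmu-/rno-miR-378a-3p entry had 19067 counts in Cont and 30500 in HF. MiR-18a-5p and miR-18b-5p, which have the same counts, were both matched for HF/Cont. Of the miRNAs the paper called on the array, 69 were matched for HF/Cont, 40 for HF-R/Cont and 18 for HF-R/HF. The NGS ratio went the same way for 65.2% (95% interval 52.8 to 76.3%), 47.5% and 55.6%. Most of these were up on the array (60 of 69 for HF/Cont and 34 of 40 for HF-R/Cont), and at the same numbers up and down the other miRNAs, not called on the array, give 58.6, 47.7 and 50.0%. Over the other scalings the HF/Cont share ran from 44.9% (32.9 to 57.4%) beside 42.4% for the others with TMM to 84.1% beside 71.4% on raw counts. The HF-R/Cont share ran from 42.5% beside 40.1% with the perfect-match total to 55.0% beside 64.6% on raw counts. The HF-R/HF share reached 72.2% with TMM and 66.7% with DESeq2's size factors, each beside 50.0%. The difference was not tested. The median log2 ratio of those up on the array was 0.25 (percentile 86.2) for HF/Cont, below 0 with TMM, −0.14 (12.1) for HF-R/Cont, above 0 on raw counts, and −0.14 (90.8) for HF-R/HF, above 0 with TMM, DESeq2's size factors and without miR-1. That of those down was 0.10 for HF/Cont, below 0 with TMM and DESeq2, 0.04 for HF-R/Cont, below 0 with the perfect-match total, and −0.66 for HF-R/HF.

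The 50 miRNAs of the DLK1-DIO3 cluster had a median log2 HF/Cont of −0.43 (percentile 0), with 11 lower and 0 higher, and the median ranged from −0.78 to −0.04 over the scalings. The number lower was 27 with TMM, 20 with DESeq2's size factors, 12 without miR-1 and with the perfect-match total, and 6 with the reads in Fig. 1B, with 0 higher in each, while on raw counts 2 were lower and 2 higher. In HF-R/HF their median was 0.34 (percentile 100). Log2 HF/Cont hardly followed the GC content of the miRNA (r −0.016), so the percentile of 0 after removal of this trend decides nothing. The difference between the cluster's median and that of the other miRNAs was −0.70, and the lowest shift that a straight-line GC trend shared by all miRNAs allows is −0.034. Within the known sheep miRNAs alone the 46 members had a percentile of 0.68, and with the counts of Tables S3 and S4 37 members had a median of −0.34, with 4 lower and 0 higher. Of these, 30 have perfect-match counts in Table S3, which were used against reads that match the known sheep miRNAs only in part. They had a median of −0.22 (percentile 0.14, and 0.155 among the miRNAs of Table S3), and the 29 with a deposited ratio had −0.46 in the deposited counts. The remaining 1 of the 30, miR-376c-5p, has 6919, 13006 and 7322 counts in Table S3, exactly those of oar-miR-99a there. Its deposited counts are 0, 1 and 1, and the median without it was not computed. The other 7 of the 37 members are in Table S4, which lists partial matches, or in neither table, so the swap cannot test them. Of the 11 lower miRNAs 1 was lower with the counts of Table S3 (oar-miR-409-3p), oar-miR-370-3p has its deposited counts in Table S4 and miR-3071-5p is in neither table, 4 were below 1 but not called (miR-409-5p, miR-433-3p, miR-485-3p and oar-miR-3958-3p), miR-369-3p was above 1 (1.28), and miR-323a-3p, oar-miR-323c (1.26, from 4 and 7 counts) and oar-miR-127 (0, 1 and 0 counts) had under 10 counts. For the 14 members without a ratio in Tables S3 and S4 the pooled counts there (34 in Cont, 64 in HF) gave an upper bound of 2.12, so for them reads that match only in part stay open. These values argue against a straight-line GC trend and against a difference in counting shared by all known sheep miRNAs. They also argue against partial matches as the whole cause of the lower median in the 30 members with counts in Table S3. Part of the size of that lower median and counting that differs from miRNA to miRNA stay open. GC effects of another form and a difference between the sheep in the pools stay open too. A lower level of this cluster in HF remains a hypothesis that 1 pool per condition cannot test.

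MiR-499b-3p carries the counts of miR-499a-5p in the merged table. In the tables of each library its mean is 13 counts, which is what a value of another entry standing in its row would give. The same read is listed for miR-499b-3p in each of the 3 libraries, and 0 listed reads lie on its own strand. That read belongs to the 14, 17 and 8 counts in those tables. It argues against expression from the opposite strand for these counts only and cannot show the source of the merged counts. A displaced value remains a candidate explanation for the merged perfect-match counts only. It does not account for the 159579 partial matches that Table 2 gives miR-499b-3p, beside 160221 for miR-499a-5p, whose origin was not tested.

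Oar-miR-200a had 27, 10 and 89 counts in Cont, HF and HF-R (HF-R/HF 9.14, 95% interval 4.75 to 19.7) and oar-miR-200b 26, 8 and 72 (9.25). Epithelial cells in the tissue were considered as a source. Oar-miR-200c, which is also epithelial, had 39, 46 and 29 counts with an HF-R/HF upper bound of 1.05, but Table S3 gives it 4, 2 and 1 counts, which are too few for a ratio, so epithelial cells stay open. Reads that match the miRNA only in part were the other source considered. In Table S3 miR-200b has 3, 2 and 16 counts, and its HF-R/HF ratio of 8.47 has a lower bound of 1.99, which rests on 2 counts in HF, so partial matches stay open too. Oar-miR-200a has the same counts in Table S4, with a ratio of 9.43 (lower bound 4.89), but that table lists partial matches and holds no other count of it. A difference between single sheep in the pools also stays open.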
